# Dysregulation of the Wnt/β-catenin signaling pathway via Rnf146 upregulation in a VPA-induced mouse model of autism spectrum disorder

**DOI:** 10.1038/s12276-023-01065-2

**Published:** 2023-08-01

**Authors:** Gaeun Park, Wooyoung Eric Jang, Seoyeon Kim, Edson Luck Gonzales, Jungeun Ji, Seunghwan Choi, Yujin Kim, Ji Hwan Park, Hazara Begum Mohammad, Geul Bang, Minkyung Kang, Soobin Kim, Se Jin Jeon, Jin Young Kim, Kwang Pyo Kim, Chan Young Shin, Joon-Yong An, Min-Sik Kim, Yong-Seok Lee

**Keywords:** Autism spectrum disorders, Proteomics

## Abstract

Autism spectrum disorder (ASD) is a neurodevelopmental disorder associated with impaired social behavior and communication, repetitive behaviors, and restricted interests. In addition to genetic factors, environmental factors such as prenatal drug exposure contribute to the development of ASD. However, how those prenatal factors induce behavioral deficits in the adult stage is not clear. To elucidate ASD pathogenesis at the molecular level, we performed a high-resolution mass spectrometry-based quantitative proteomic analysis on the prefrontal cortex (PFC) of mice exposed to valproic acid (VPA) in utero, a widely used animal model of ASD. Differentially expressed proteins (DEPs) in VPA-exposed mice showed significant overlap with ASD risk genes, including differentially expressed genes from the postmortem cortex of ASD patients. Functional annotations of the DEPs revealed significant enrichment in the Wnt/β-catenin signaling pathway, which is dysregulated by the upregulation of Rnf146 in VPA-exposed mice. Consistently, overexpressing Rnf146 in the PFC impaired social behaviors and altered the Wnt signaling pathway in adult mice. Furthermore, Rnf146-overexpressing PFC neurons showed increased excitatory synaptic transmission, which may underlie impaired social behavior. These results demonstrate that Rnf146 is critical for social behavior and that dysregulation of Rnf146 underlies social deficits in VPA-exposed mice.

## Autism spectrum disorder: Improving understanding at the molecular level

Increased levels of a protein that regulates neuronal signaling pathway, called Rnf146, are associated with social behavior deficits consistent with autism spectrum disorder (ASD) in a mouse model. Individuals with ASD show decreased sociability, repetitive behaviors, and restricted interests. Although both genetic and environmental factors are involved, the underlying molecular mechanisms are unclear. Yong-Seok Lee at Seoul National University in South Korea and co-workers investigated the mechanisms underlying ASD using a drug-induced mouse model. They found that the ASD-model mice showed deficits in social behaviors and had higher levels of Rnf146 compared to control mice. Boosting levels of Rnf146 in control mice produced ASD-like behavior. Further investigation showed that the ASD-model mice had increased excitatory synaptic transmission in the prefrontal cortex, which regulates social behavior. These results indicate a promising target for ASD research.

## Introduction

Autism spectrum disorder (ASD) is a neurodevelopmental disorder with a range of behavioral manifestations, such as impaired social interaction and communication, repetitive behaviors, and restricted interests^1^. Studies have been carried out to map risk genes, the alterations of which are associated with ASD development, and those results have been accumulated in the SFARI gene database (https://gene.sfari.org)^2^. Aside from genetic factors, pre- and postnatal environmental factors also play crucial roles in the generation of ASD phenotypes, especially impaired social behavior^3,4^.

Valproic acid (VPA), or 2-propyl pentanoic acid, is a short-chain fatty acid clinically used as a mood stabilizer and antiepileptic drug^5^. VPA is a well-known inducer of neural tube defects and its prenatal exposure highly likely causes teratogenic effects that often lead to autistic-like behavior and developmental disorders^6^. A distinct linkage between prenatal exposure to VPA and autism has been confirmed^7–11^. Clinical studies have reported that in utero exposure to VPA is associated with an increased risk of impaired embryonic neurodevelopment and cognitive development and a higher incidence of ASD in offspring^12,13^. Rodents exposed to prenatal VPA (hereafter, VPA-exposed rodents) are widely considered animal models of ASD associated with prenatal environmental risk factors that allow investigation of its underlying neurobiological mechanism^11^. For example, VPA-exposed rodents showed autistic-like behaviors, such as decreased social interaction, repetitive behaviors, high pain sensitivity, and increased basal anxiety^14–16^. VPA-exposed rodents also exhibit alterations seen in other autism mouse models, including changes in brain connectivity, an excitatory/inhibitory imbalance, aberrant dendritic spine development in the hippocampus and cerebellar cortical formation, and deformation of Purkinje cells^16–21^. These findings provide further evidence that the model of prenatal VPA exposure has face validity at the cellular level.

Previous studies have proposed that the wingless (Wnt)/β-catenin signaling pathway, which is critical for brain development and synaptic functions, is one of the convergent cellular processes altered in ASD^22–24^. Exposure to VPA has also been shown to activate the Wnt and mTOR pathways^25^. Correspondingly, downregulating canonical Wnt/β-catenin signaling ameliorated ASD-like behavioral phenotypes in VPA-exposed rats^26^. VPA was also shown to increase the proliferation of neural progenitor cells by activating Wnt/β-catenin signaling during development^9^. However, the molecular mechanism underlying VPA-induced activation of the Wnt/β-catenin signaling pathway in the adult brain and the causality between Wnt/β-catenin signaling dysregulation and behavioral deficits are unclear.

Recent advances in omics technologies have enabled us not only to identify dysregulated molecules but also to gain a comprehensive understanding of the molecular mechanisms underlying ASD^27,28^. Beyond global gene expression profiling, single-cell genomics techniques have been employed to investigate the molecular pathophysiology of ASD in a cell type-specific manner^29^. Recently, mass spectrometry (MS)-based proteomic techniques, which allow us to directly study molecular networks in tissues or cells at the protein level^30,31^, have emerged as a valuable tool for identifying molecular changes associated with ASD in various model systems, including mice, humans, and forebrain organoids^28,32–34^. However, limited research has focused on identifying dysregulated proteins and signaling networks in VPA-exposed mice.

While the prefrontal cortex (PFC) is critical for regulating social behaviors and dysregulation of the PFC is often observed in humans with ASD as well as mouse models, including VPA-exposed rodents^35–37^, it is still unknown how prenatal VPA exposure affects the mouse PFC proteome, which may underlie ASD-like behavioral manifestations. Therefore, in this study, we employed a high-resolution mass spectrometry (MS)-based quantitative proteomic approach to identify differentially expressed proteins (DEPs) and altered signaling pathways in the PFC of VPA-exposed mice. We found that the expression of the ring-type E3 ubiquitin transferase Rnf146, which is a key regulator of the Wnt/β-catenin signaling pathway, is increased in the PFC of VPA-exposed mice. Furthermore, overexpression of Rnf146 in the PFC impairs excitatory synaptic transmission and social behavior in adult mice, demonstrating that Rnf146 upregulation contributes to social behavior deficits in a VPA-induced mouse model of ASD.

## Materials and methods

### Mice

CD1 (ICR) mice (CriOri; OrientBio, Korea) were used for VPA-exposed mouse preparation as previously described^38^. VPA (350 mg/kg, 10 ml/kg) or vehicle (0.9% saline) was subcutaneously injected into pregnant mice over the interscapular region at E10. Social behavior tests were performed 6-7 weeks after birth. Six-week-old C57BL/6N male mice (C57BL/6NCrljOri; OrientBio, Korea) were used for the prefrontal Rnf146 overexpression experiments. Rnf146- or eGFP-overexpressing mice were subjected to behavioral tests 4 weeks after viral injection. Animals were reared with a standard 12 h light/12 h dark cycle. All animal experiments were approved by the Institutional Animal Care and Use Committee of KonKuk University (KU18054) and Seoul National University (SNU-180521-3-6).

### Behavioral tests

Social behaviors were examined using the 3-chamber test as previously described^38^. Please see the supplementary methods for details regarding the behavioral tests.

### Tissue sampling

PFC samples were collected from VPA-treated or control mice one week after the behavioral tests and used for proteomics and western blot analyses. Brain tissues for western blotting were dissected from Rnf146- or eGFP-overexpressing mice 2–3 weeks after the behavioral tests. For RNA-seq, the PFC from Rnf146- or eGFP-overexpressing mice was dissected 4 weeks after viral injection. Mice were sacrificed under 5% isoflurane anesthesia. Brain tissues from mice were immediately dissected and frozen on dry ice and then stored at −80 °C until further use.

### Proteomic data generation and analysis

Quantitative tandem mass spectrometry data were acquired as previously described^28,39^. Briefly, PFC proteins were extracted from VPA-exposed (*n* = 4) and control mice (*n* = 4) and were enzymatically digested by sequencing-grade trypsin. Peptides were chemically labeled using TMT reagents, and pooled TMT-barcoded peptides were fractionated by high pH reversed-phase liquid chromatography. A peptide mixture in each fraction was analyzed with a high-resolution Orbitrap mass spectrometer (Thermo Scientific, USA) in data-dependent acquisition mode.

The tandem mass spectra obtained were analyzed with MaxQuant software as previously described^40^. Identified peptides and proteins were normalized to carry out principal component analysis, multiscatter plot analysis, and hierarchical clustering analysis. Please see the supplementary methods and Supplementary Fig. 2 for more details regarding proteomic data generation and analysis.

### Enrichment analyses of DEPs

Proteins with significant differences in expression in VPA-exposed mice compared to control mice (*p* value ≤ 0.05) were considered VPA-DEPs. Using the homolog database from Mouse Genome Informatics (http://www.informatics.jax.org/homology.shtml), we converted the mouse protein list into a list of human homologs; mouse proteins without human homologs were excluded from the analysis. Please see the supplementary methods for a detailed description of the enrichment analyses.

### Functional mapping and protein‒protein interaction (PPI) network

We evaluated the biological functions of the VPA-DEPs in terms of the pathways from the MsigDB Gene Ontology and Reactome Database^41^ using the EnrichR tool^42^. Please see the supplementary methods for a detailed description of the functional mapping and PPI network.

### RNA sequencing of DEGs in Rnf146-overexpressing mice

Raw reads were processed with Cutadapt^43^ for Illumina adapter trimming and removal of low-quality reads. We removed 15 bp of each read for low quality (*q* < 30) and discarded reads shorter than 100 base pairs. After a quality check with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), we quantified the abundance of transcripts using Salmon software (v1.9.0)^44^ in quasi-mapping-based mode referring to the mouse reference transcriptome (GENCODE vM30, GRCm39). Please see the supplementary methods for details.

### WGCNA network construction and module identification

To identify the functional topology in samples, weighted gene coexpression network analysis (WGCNA, version 1.71) was applied to transcriptomics data. Please see the supplementary methods for details.

### Viral vector construction and AAV packaging

An adeno-associated viral (AAV) vector for neuronal expression of Rnf146 (pAAV-hsyn-mRnf146-T2A-eGFP-WPRE) was constructed by recombinant PCR. The AAV was prepared as previously described^45^. Please see the supplementary methods for a detailed description of vector construction and AAV packaging.

### Surgical procedures

Surgical procedures were performed as previously described^46^. After anesthetization with a mixture of Zoletil (30 mg/kg) and Rompun (10 mg/kg) via i.p. injection, mice were placed on the rodent stereotaxic apparatus. AAV (5 × 10^12^ GC/mL, 200 nL in ACSF) was bilaterally injected into the PFC (AP + 2.4 from bregma, ML ± 0.5 from midline, DV −2.4 and −1.8 from skull) using a Nanolitre 2010 (WPI, USA) at a speed of 20 μL/min. Animals were given at least 3 weeks of rest before further experiments.

### Western blot analysis

Total protein lysates (10 µg) were separated on a 10% gel by SDS‒PAGE and transferred to a nitrocellulose membrane (Bio-Rad, USA). After blocking in 5% skim milk or BSA, membranes were incubated with primary antibodies (phospho-β-catenin, #9561, Cell Signaling; β-catenin, #9582, Cell Signaling; RNF146, NBP1-85318, NOVUS; α-Tubulin, sc-8035, Santa Cruz) overnight at 4 °C. After incubation with appropriate HRP-conjugated secondary antibodies, chemiluminescent signals were detected by AI600 (Amersham™, USA) using ECL solution (32209; Pierce, USA).

### Statistical analysis

A two-tailed unpaired t test was used for the statistical comparisons of the preference index (PI) and protein expression levels of VPA- and vehicle-exposed mice. Statistical analyses for behavioral tests and western blot analyses were carried out using GraphPad Prism v7 software. All data are shown as the mean ± SEM.

## Results

### Social behavior deficits in VPA-exposed mice

Studies have established that in utero exposure to VPA induces social behavior deficits in offspring^14,38^. The three-chamber test has been widely used to examine social behaviors in mice^47^. Since mice are social animals, they prefer to spend more time interacting with a conspecific than exploring an object or empty cup in the three-chamber test (Fig. 1a)^47^. We confirmed that VPA-exposed mice did not show a preference for the conspecific over the empty cup and subsequently showed a significantly lower social preference index than control mice (Fig. 1b, c). In addition, VPA-exposed mice did not show a preference for a novel conspecific over a familiar conspecific, while control mice showed a significant preference for the novel conspecific (Fig. 1d, e). In addition, we confirmed that in utero exposure to VPA induces teratogenic effects. We observed that VPA-exposed dams gave birth to significantly smaller litters than control dams (Supplementary Fig. 1a), and most VPA-exposed offspring exhibited a crooked tail phenotype resulting from neural tube defects (Supplementary Fig. 1b, c)^6^. Notably, we found a significant correlation between the social preference index and the angles of the crook point in VPA-exposed mouse tails (Supplementary Fig. 1d), providing further evidence that prenatal VPA exposure induces developmental deficits in offspring. After evaluating these behavioral and morphological phenotypes, the prefrontal cortex (PFC) of VPA- and vehicle-exposed mice was dissected for proteomic analysis.

**Fig. 1:**
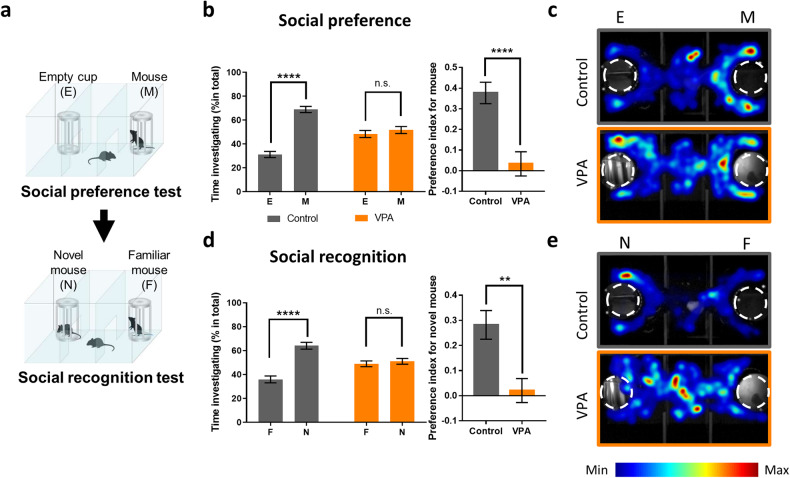
Social deficits in VPA-exposed mice. **a** Schematic diagram of the 3-chamber social behavior test. The social preference and recognition of vehicle (control)- or VPA-exposed mice were evaluated. **b** Left: in the social preference test, VPA-exposed mice did not show a significant preference for a novel conspecific (M) over an empty cup (E), while control mice showed a significant preference for the novel conspecific (*n* = 19 mice for control, *n* = 20 mice for VPA, two-way ANOVA: VPA, *F*_1, 74_ = 2.290e−014, *P* > 0.9999; target, *F*_1, 74_ = 54.32, ****P < 0.0001; interaction, *F*_1, 74_ = 38.2, ****P < 0.0001; Sidak’s multiple comparisons test: control, mouse versus object *t*_74_ = 9.461, ****P < 0.0001; VPA, mouse versus object *t*_74_ = 0.8525, *P* = 0.6360). Right: preference index (PI) of control and VPA-exposed mice. VPA-exposed mice showed significantly lower PI values than control mice (*n* = 19 for control, *n* = 20 for VPA, two-tailed unpaired *t* test; *t*_37_ = 4.37, ****P < 0.0001). **c** Representative heatmap images of the social preference test of control (upper) and VPA-exposed mice (lower). **d** Left: in the social recognition test, VPA-exposed mice did not show a significant preference for a novel conspecific (N) versus a familiar conspecific (F), while control mice showed a significant preference for the novel conspecific (*n* = 19 mice for control, *n* = 20 mice for VPA, two-way ANOVA: VPA, *F*_1, 74_ = 0.000, *P* > 0.9999; target, *F*_1, 74_ = 33.36, ****P < 0.0001; interaction, *F*_1, 74_ = 24.82, ****P < 0.0001; Sidak’s multiple comparisons test: control, novel versus familiar *t*_74_ = 7.511, ****P < 0.0001; VPA, novel versus familiar *t*_74_ = 0.5683, *P* = 0.8164). Right: PI of control and VPA-exposed mice. VPA-exposed mice showed significantly lower PI values than control mice (*n* = 19 for control, *n* = 20 for VPA, two-tailed unpaired *t* test; *t*_37_ = 4.523, **P = 0.0012). **e** Representative heatmap images of the social recognition test of control mice (upper) and VPA-exposed mice (lower).

### Proteomic analysis in VPA-exposed mice

To characterize the effects of VPA on molecular signaling, we conducted a TMT-based high-throughput quantitative proteomic analysis using a high-resolution Orbitrap mass spectrometer (Fig. 2a). A total of 5624 proteins were quantitatively identified with ~17.5% median sequence coverage (Fig. 2a and Supplementary Fig. 2a). After quantile normalization (Supplementary Fig. 2b), we carried out principal component analysis, which showed a distinct separation between VPA-exposed and control brain tissues (Supplementary Fig. 2c). Pearson correlation coefficients between these samples had the lowest value of 98.7%, demonstrating good reproducibility between biological replicates (Supplementary Fig. 2d). The hierarchical clustering of DEPs was distinct, as shown in a heatmap visualizing the differences in protein expression (Supplementary Fig. 2e).

**Fig. 2:**
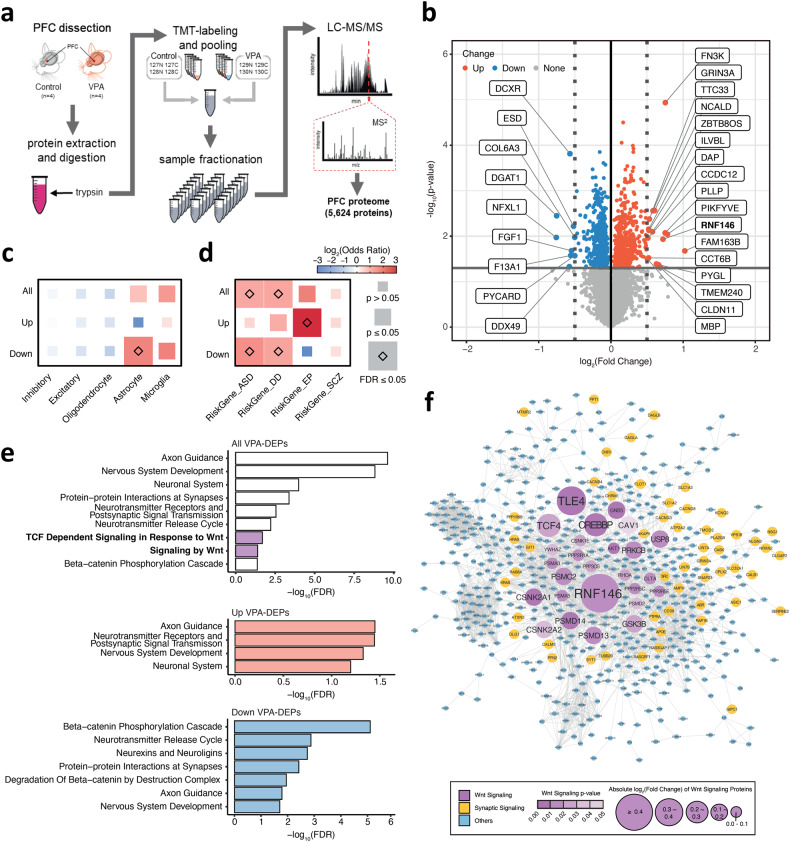
VPA-exposed mice show upregulation of the Wnt signaling pathway. **a** The overall design of the proteomic experiment. The dissected PFC tissues were homogenized and sonicated, and tryptic digestion was performed to break proteins down into peptides, which were further labeled with TMT isobaric labeling of 8 samples for 24 fractionations, followed by mass spectrometry quantitative analysis. **b** Volcano plot showing differentially expressed proteins between VPA-exposed mice and control mice (VPA-DEPs). The *x*-axis represents the log_2_ scale of the fold change in differential expression, while the *y*-axis represents the −log_10_ scale of the significance in changes. VPA-DEPs exhibiting expression changes with an absolute log_2_-fold change equal to or greater than 0.05 are labeled in the plot. **c** Enrichment analysis of VPA-DEPs with genes specific to five distinct cell types, as defined by single-cell RNA-seq data from the mouse nervous system. The log_2_(odds ratio) values that exceeded the range of −3 to 3 were adjusted to fit within this range. The blue and red colors represent the log_2_(odds ratio) values, and the size of the box corresponds to the significance in enrichment. **d** Enrichment analysis of VPA-DEPs with disorder risk genes. The log_2_(odds ratio) values that exceeded the range of −3 to 3 were adjusted to fit within this range. The blue and red colors represent the log_2_(odds ratio) values, and the size of the box corresponds to the significance in enrichment. Autism spectrum disorder (ASD), developmental disorder (DD), epilepsy (EP), and schizophrenia (SCZ). **e** Functional annotations for VPA-DEPs showing significantly enriched biological pathways (FDR ≤ 0.05). The x-axis represents the −log_10_ scale of significance in enrichment. The purple highlighted bars indicate the pathway associated with Wnt signaling enriched with all VPA-DEPs. The enriched pathways for upregulated and downregulated VPA-DEPs are highlighted in red and blue, respectively. **f** Protein–protein interaction (PPI) network of VPA-DEPs revealing proteins related to Wnt signaling and neuronal development.

Among the 5624 identified proteins, 941 proteins were identified as DEPs in VPA-exposed mice (VPA-DEPs) compared to controls, including 460 upregulated and 481 downregulated DEPs (Fig. 2b, Supplementary Table 1a). To determine the cellular specificity of VPA-DEPs for the mouse nervous system, we conducted an enrichment test using cell-type marker genes across the central nervous system (Fig. 2c, Supplementary Table 1b)^48^. We found that downregulated VPA-DEPs were significantly enriched in astrocyte marker genes (odds ratio [OR] = 3.6, false discovery rate [FDR] = 1.9 × 10^−4^, one-sided Fisher’s exact test [FET]). Furthermore, these downregulated VPA-DEPs showed significant overlap with astrocytes in the human brain when compared with cell-type marker genes for the developing human brain cortex (OR = 3.7, FDR = 9.0 × 10^−6^, one-sided FET; Supplementary Fig. 3, Supplementary Table 1c)^49^. Taken together, these findings suggest potential decreases in the expression of astrocyte-specific proteins in the PFC by in utero VPA exposure.

We further evaluated the enrichment of VPA-DEPs with differentially expressed genes (DEGs) in the postmortem cortex of ASD patients. From Parikshak et al.^50^, we used two gene sets: (1) up- or downregulated DEGs enriched in ASD brains compared to control brains and (2) coexpressed network genes of 25 modules. We found a significant enrichment of downregulated VPA-DEPs in the cortex. M9 (OR = 2.4, FDR = 2.6 × 10^−3^, one-sided FET) (Supplementary Fig. 4, Supplementary Table 1d), which was an astrocyte-specific module associated with ASD brains. We further assessed whether VPA exposure alters the expression of known ASD or neurodevelopmental disorder (NDD) risk genes. To do this, we collated a list of high-confidence risk genes for ASD, developmental delay (DD), epilepsy (EP), and schizophrenia (SCZ), prioritized based on large-scale exome studies^51–54^. Notably, we found that downregulated VPA-DEPs were significantly enriched in ASD risk genes (OR = 3.0, FDR = 8.4 × 10^−3^, one-sided FET) and DD risk genes (OR = 2.4, FDR = 2.7 × 10^−2^, one-sided FET) (Fig. 2d, Supplementary Table 1e). Among them, several genes have been implicated in the Wnt/β-catenin signaling pathway. *Crebbp* is part of a transcriptional regulatory complex inhibiting the Wnt/β-catenin signaling pathway^55^. Synaptotagmin-1 (Syt1) was reported to be the Wnt target molecule for neurotransmitter release at excitatory synapses^56^. In addition, ubiquitin-specific peptidase 9 X-linked (USP9X) was shown to regulate the canonical and noncanonical Wnt pathways in cancer development via the deubiquitylation of DVL2^57^. We also compared our findings with previous proteomics studies using other ASD mouse models, such as *Cntnap2*, *Elp2*, and *Pten* mutant mice (Supplementary Fig. 5, Supplementary Table 1f)^28,33,34^. The downregulated VPA-DEPs in our study showed significant overlap with upregulated DEPs in other ASD proteomics studies, primarily involving proteins associated with the neurodegeneration pathway (KEGG: hsa05022, OR = 15.5, *p*-value = 1.9 × 10^−3^).

We performed functional annotations and identified significant enrichment of VPA-DEPs in Wnt/β-catenin signaling-related pathways (Fig. 2e, Supplementary Table 1g–i). VPA-DEPs were significantly enriched for signaling by WNT (R-HSA-195721, OR = 1.8, FDR = 4.0 × 10^−2^) and TCF-dependent signaling in response to WNT (R-HSA-201681, OR = 2.2, FDR = 2.0 × 10^−2^). In particular, downregulated VPA-DEPs were significantly enriched for β-catenin-related pathways, including the beta-catenin phosphorylation cascade (R-HSA-196299, OR = 2.4, FDR = 7.8 × 10^−6^) and degradation of beta-catenin by the destruction complex (R-HSA-195253, OR = 7.9, FDR = 1.1 × 10^−2^). Among these pathway genes, the largest perturbation of protein expression was observed for RNF146 (log_2_(fold change) = 0.72; *p*-value = 1.2 × 10^−2^), which has been suggested to be a key regulator of Wnt/β-catenin signaling (Fig. 2f). This result implies that the upregulation of RNF146 mediates the VPA-induced modulation of the Wnt signaling pathway.

### Verification of RNF146 upregulation in the PFC of VPA-exposed mice

To verify the proteomics results of alterations in Wnt/β-catenin signaling, we examined the protein expression level of a selected target protein, Rnf146. Consistent with the proteomics data, the protein expression level of Rnf146 was significantly increased in the PFC of VPA-exposed mice compared to that in the vehicle-exposed control mice (Fig. 3a, b). Rnf146 positively regulates the Wnt/β-catenin pathway by inducing the degradation of Axin, which is the concentration-limiting component of β-catenin^58^. Axin forms a multiprotein β-catenin destruction complex with GSK3 and adenomatous polyposis coli (APC), which induces the phosphorylation and subsequent degradation of β-catenin^59^. Consistent with these findings, it has been shown that the activity of Wnt/β-catenin signaling is elevated in VPA-exposed mice^9^. Moreover, in the present experiment, phosphorylated β-catenin (p-β-catenin) was significantly decreased in the PFC of VPA-exposed mice compared with the control group, demonstrating alterations in the Rnf146-Wnt/β-catenin signaling pathway in VPA-exposed mice (Fig. 3c). However, while there was a mild trend of increase in β-catenin levels in VPA-exposed mice compared to control mice, the total amount of β-catenin was not significantly different between the two groups (Fig. 3d).

**Fig. 3:**
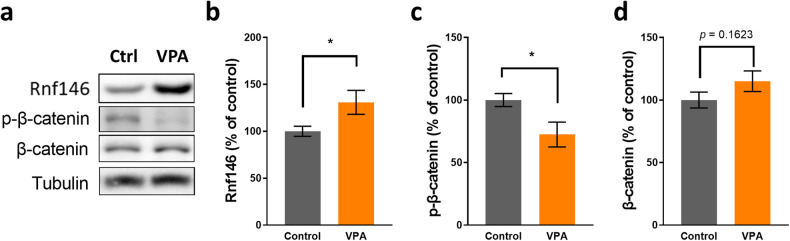
VPA-exposed mice show increased Rnf146 expression. **a** Representative western blot results. Ctrl, vehicle-exposed control mice; VPA, VPA-exposed mice. **b** VPA-exposed mice showed significantly increased Rnf146 levels compared to control mice (*n* = 14 mice for control, *n* = 13 mice for VPA, two-tailed unpaired *t* test; *t*_25_ = 2.283, *P = 0.0312). Rnf146 expression levels were normalized to tubulin levels. **c** VPA-exposed mice showed significantly decreased p-β-catenin levels, which were normalized to β-catenin levels, compared to control mice (*n* = 14 mice for control, *n* = 13 mice for VPA, two-tailed unpaired *t* test; *t*_25_ = 2.519, *P = 0.0185). **d** VPA-exposed mice showed comparable β-catenin levels, which were normalized to tubulin levels, when compared to control mice (*n* = 14 mice for control, *n* = 13 mice for VPA, two-tailed unpaired *t* test; *t*_25_ = 1.456, *P* = 0.1577).

### Social behavior deficits in RNF146-overexpressing mice

To examine whether the elevated expression of Rnf146 is associated with social behavior deficits in VPA-exposed mice, we overexpressed Rnf146 in the PFC of naïve C57BL/6 mice using an AAV (Fig. 4a, b). In the social preference test, both Rnf146- and eGFP-overexpressing mice spent significantly more time exploring a conspecific than an object, while the Rnf146-expressing mice showed a weaker social preference than GFP-expressing mice (Fig. 4c, d). Interestingly, however, Rnf146-overexpressing mice showed a deficit in the social recognition test, as they did not show a preference for a novel conspecific over a familiar conspecific, while control eGFP-overexpressing mice showed a significant preference for a novel conspecific (Figs. 4e, f). These results demonstrate that Rnf146 overexpression caused a severe deficit in social recognition with a mild impact on social preference in mice. Consistent with the results from VPA-exposed mice, the level of p-β-catenin was significantly decreased in the PFC of Rnf146-overexpressing mice compared with the control group, and the amount of total β-catenin tended to increase in Rnf146-overexpressing mice compared to that in eGFP-overexpressing mice (Fig. 4g–j). Rnf146-overexpressing mice showed basal locomotor activity and anxiety levels comparable to those of eGFP-overexpressing control mice (Supplementary Fig. 6).

**Fig. 4:**
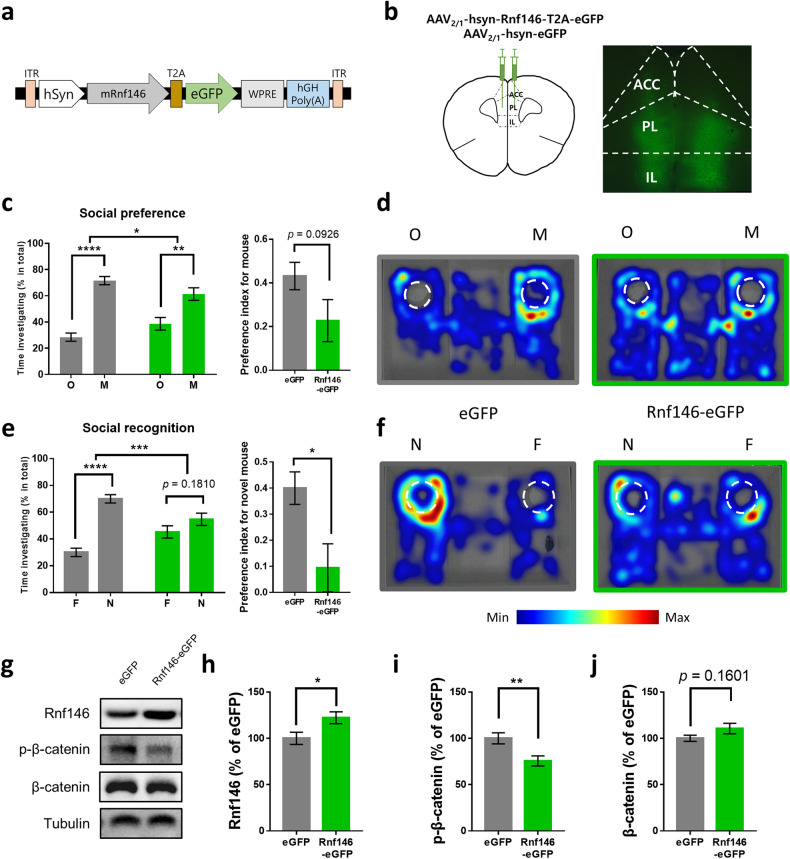
Rnf146 overexpression in the PFC causes social deficits in mice. **a** Diagram for AAV constructs encoding mouse Rnf146 (mRNF146) and eGFP. ITR, inverted terminal repeat sequence; WPRE, Woodchuck hepatitis virus (WHV) posttranscriptional regulatory element. **b** Schematic diagram of bilateral AAV virus injection in the PFC (left) and an example of a brain slice expressing Rnf146 in the PFC (right). ACC, anterior cingulate cortex; PL, prelimbic cortex; IL, infralimbic cortex. **c** Left: In the social preference test, Rnf146-overexpressing mice showed a significant preference for a novel conspecific (M) versus an object (O) compared to eGFP-overexpressing control mice (*n* = 11 mice for eGFP, *n* = 11 mice for Rnf146, two-way ANOVA: Rnf146, *F*_1, 40_ = 0.000, *P* > 0.9999; target, *F*_1, 40_ = 65.87, ****P < 0.0001; interaction, *F*_1, 20_ = 6.025, *P = 0.0234; Sidak’s multiple comparisons test: eGFP, mouse versus object *t*_40_ = 7.52, ****P < 0.0001; Rnf146, mouse versus object *t*_40_ = 3.958, ***P = 0.0006). Right: preference index (PI) of eGFP- or Rnf146-overexpressing mice. Rnf146-overexpressing mice showed PI values comparable to those of control mice (*n* = 11 mice for eGFP, *n* = 11 mice for Rnf146, two-tailed unpaired *t* test; *t*_20_ = 1.781, *P* = 0.0901). **d** Representative heatmap images from eGFP-overexpressing mice (left) and Rnf146-overexpressing mice (right) of social behavior during the social preference test. **e** Left: in the social recognition test, Rnf146-overexpressing mice did not show a significant preference for a novel conspecific (N) versus a familiar conspecific (F), while eGFP-overexpressing control mice showed a significant preference for the novel conspecific (*n* = 11 mice for eGFP, *n* = 11 mice for Rnf146, two-way ANOVA: Rnf146, *F*_1, 40_ = 0, *P* > 0.9999; target, *F*_1, 40_ = 39.94, ****P < 0.0001; interaction, *F*_1, 40_ = 15.22, ***P = 0.0004; Sidak’s multiple comparisons test: eGFP, novel versus familiar *t*_40_ = 7.227, ****P < 0.0001; Rnf146, novel versus familiar *t*_40_ = 1.71, *P* = 0.1810). Right: PI of eGFP- or Rnf146-overexpressing mice. Rnf146-overexpressing mice showed significantly lower PI values than control mice (*n* = 11 mice for eGFP, *n* = 11 mice for Rnf146 group, two-tailed unpaired *t* test; *t*_20_ = 2.759, *P = 0.0121). **f** Representative heatmap images from eGFP-overexpressing mice (left) and Rnf146-overexpressing mice (right) of social behavior during the social recognition test. **g** Western blot analysis of the Wnt signaling pathway in the PFC of Rnf146-overexpressing mice. Samples from the PFC of GFP-overexpressing mice were used as controls. **h** Rnf146-overexpressing mice showed significantly increased Rnf146 levels (normalized to tubulin levels) compared to eGFP-overexpressing mice (*n* = 7 mice for eGFP, *n* = 10 mice for Rnf146, two-tailed unpaired *t* test; *t*_14_ = 2.381, *P = 0.0320). **i** Rnf146-overexpressing mice showed significantly decreased p-β-catenin levels (normalized to β-catenin levels) compared to eGFP-overexpressing mice (*n* = 7 mice for eGFP, *n* = 10 mice for Rnf146, two-tailed unpaired *t* test; *t*_14_ = 2.995, **P = 0.0096). **j** Rnf146-overexpressing mice showed a comparable β-catenin level (normalized to tubulin levels) compared to eGFP-overexpressing mice (*n* = 7 mice for eGFP, *n* = 10 mice for Rnf146, two-tailed unpaired *t* test; *t*_14_ = 1.483, *P* = 0.1601).

### Altered Wnt/β-catenin signaling pathway in RNF146-overexpressing PFC

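RNA sequencing covered 8 libraries of PFC tissue, 4 from Rnf146-overexpressing mice and 4 from eGFP-overexpressing mice. The tissue was dissected 4 weeks after the AAV, which expresses mouse Rnf146 or eGFP, had been injected into the PFC of male mice aged 6 weeks. Reads from the vector's *Rnf146* sequence and from the mouse's own gene are counted together under the same gene symbol. The authors trimmed the reads with Cutadapt and quantified transcripts with Salmon against the GENCODE vM30 annotation of the mouse genome (GRCm39). They deposited values for 15039 genes, which run from 7.86 to 18.8 and are on a log2 scale. The mean value of each of the 294 Rnf146-DEGs followed a variance-stabilizing curve of the mean count that the paper lists for it, with a median absolute residual of 0.0068, so the values were treated as variance-stabilized log2 expression. This scale compresses the changes of weakly expressed genes. Per unit of log2 change in the count, the value moves by 0.329 at a normalized count of 100, by 0.740 at 1000 and by 0.961 at 10000. The total number of reads per library is not part of these values, so the depth of each library is unknown.

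The deposited values had also been centred within pairs of libraries that share a replicate number. For every gene, the eGFP value and the Rnf146 value of a pair add up to the same number in all 4 pairs, with a largest spread of 1.4e-13. The correlation of same-numbered libraries' deviations from their group means is therefore fixed at -1. Each gene carries its mean and 4 pair differences, and the differences of expression given here are the Rnf146 value minus the eGFP value of a pair. The median of these differences over all genes lay between -0.0020 and 0.0037 in the 4 pairs. Genes were tested with limma, with the replicate number as a block, and called at an adjusted p of 0.1 or less, the paper's threshold. The test without the block takes the centred values for 8 independent libraries. In 10 simulations of 15039 unchanged genes centred in the same way, it gave an unadjusted p below 0.05 for 18.3% of the genes, and the test with the block for 5.39%. An exact sign-flip test of 4 pairs cannot give a two-sided p below 0.125.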

To investigate whether Rnf146 overexpression induces transcriptional changes in the PFC through Wnt/β-catenin signaling activation and to elucidate the molecular mechanism underlying the social deficits induced by Rnf146 overexpression, we conducted RNA sequencing analysis using mice that were confirmed to overexpress Rnf146 and exhibit social deficits. When compared with eGFP-overexpressing mice, Rnf146-overexpressing mice exhibited a total of 294 DEGs (Rnf146-DEGs) (FDR ≤ 0.1), some of which overlapped with VPA-DEPs (*n* = 11, *Adgrb2, Chrm1, Fmnl1, Islr2, Mtmr2, Plppr1, Ripor2, Rnf146, Smpd4, Tmem132a*, and *Trir*) (Fig. 5a and Supplementary Table 2a). 

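*Rnf146* (chromosome 10 of GRCm39, 29216737 to 29238438, minus strand) was higher in every Rnf146 library than in every eGFP library. Its difference was 2.82, 2.51, 2.66 and 2.58 in the 4 pairs, with a mean log2 fold change of 2.64 ± 0.13 (SD, n = 4 pairs) and an adjusted p = 3.2e-07 from limma with the replicate block. The overlapping gene *Echdc1*, on the opposite strand, had a log2 fold change of 0.02. With the block, 188 of the 15039 genes were called, of which 123 were higher and 65 were lower in Rnf146-overexpressing mice. Without the block, 3226 genes were called, 1655 higher and 1571 lower. Of the 294 Rnf146-DEGs of the paper, 126 were called with the block and 294 without it. All 294 had the paper's direction and an unadjusted p of 0.05 or less from limma with the block. With a score of striatal and septal marker genes as a covariate beside the block, the number of called genes fell to 1, which was *Rnf146*. Of 100 scores of random genes used in the same way, 8 left as few called genes, and the median was 88.

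Among the 11 genes shared with the VPA-DEPs, 5 were called with the block. Besides *Rnf146*, these were *Smpd4*, *Chrm1*, *Islr2* and *Adgrb2*. *Smpd4* had a log2 fold change of -0.32 ± 0.09 (SD, n = 4 pairs) and an adjusted p of 0.038. The log2 fold change was -0.25 ± 0.03 for *Chrm1* and -0.31 ± 0.15 for *Islr2*, with adjusted p-values of 0.054 and 0.076. *Adgrb2* had a log2 fold change of -0.24 ± 0.06, with an adjusted p of 0.079 that rose to 0.118 after correction for GC content and transcript length. The other 6 genes had adjusted p-values between 0.121 for *Ripor2* and 0.241 for *Trir*. All 11 changed in the same direction in all 4 pairs, and 11 of 11 were called without the block. In 6 of the 11 genes, the RNA of Rnf146-overexpressing mice and the protein of VPA-exposed mice, as the paper's supplement lists it, changed in the same direction. The 6 include *Rnf146*, whose match follows from the design. The paper found its protein higher in VPA-exposed mice and then overexpressed it.

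**Figure D1:**
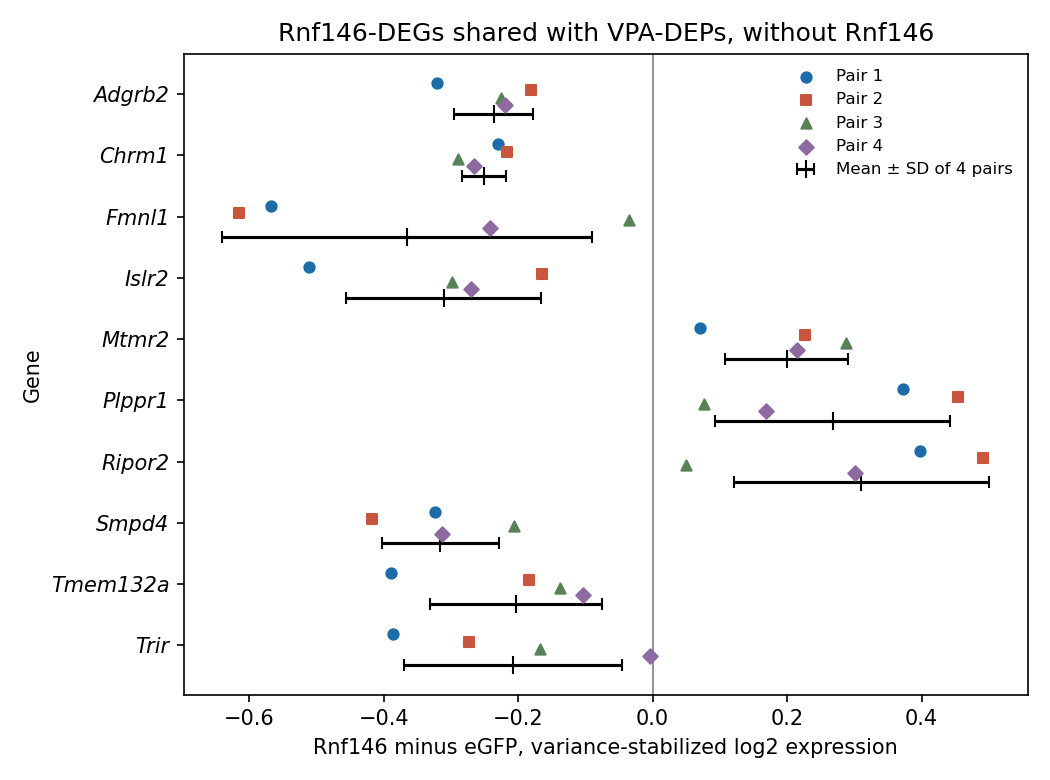
Pair differences of 10 of the genes shared with VPA-DEPs. The horizontal axis is the Rnf146 value minus the eGFP value in variance-stabilized log2 expression, each marker is 1 of the 4 pairs, and the black bar is the mean ± SD of the pairs. The 4 markers of each gene lie on the same side of 0, and those of *Trir* reach closest to it.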

Importantly, Rnf146 overexpression resulted in a significant enrichment with positive regulation of Wnt signaling pathways (GO:0030177; normalized enrichment score (NES) = 1.7, FDR = 4.9 × 10^−2^) (Fig. 5b and Supplementary Table 2b). 

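The paper's supplement lists 12 leading-edge genes for this gene set of 114 genes. The other members of the set were not used here. All 12 had a mean difference above 0, and 10 were higher in all 4 pairs. The median log2 fold change of the 12 genes was 0.12, and it was 0.12 without *Rnf146* as well. Averaged over the 11 genes other than *Rnf146*, the difference was 0.14 ± 0.03 (SD, n = 4 pairs). *Rnf146* was the only one of the 12 with an adjusted p of 0.1 or less in the test with the replicate block. Without the block, 11 of the 12 were called. The next largest log2 fold changes with the block were 0.27 for *Gpc3* and 0.24 for *Sema5a*, the latter with an adjusted p of 0.196. *Tnks*, which encodes a tankyrase, had a log2 fold change of 0.09 ± 0.09 (SD, n = 4 pairs), about as large as the spread between the pairs. The 12 genes were selected by the paper from the same libraries, so their common direction follows from the selection. Among random sets of 114 genes that contain *Rnf146*, the share that reached the paper's enrichment score was 0.0001 in rankings of the values here. It was 0.0001 for sets without *Rnf146* too, so it does not show whether the gene carries the score. With the paper's p for *Rnf146* put into a ranking by p, every random set with the gene reached the score. That ranking mixes p-values from different tests. The ranking behind the paper's score is not stated in its text, so the question stays open.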

Along with *Rnf146*, the Rnf146-DEGs that were mainly enriched in this pathway included *Gpc3*, which regulates the interaction between Wnt and Frizzled and leads to the activation of downstream signaling pathways^60^. 

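*Gpc3* lies on chromosome X (GRCm39, 51361303 to 51703137, minus strand). The difference between Rnf146 and eGFP libraries was 0.58, 0.26, 0.01 and 0.23 in the 4 pairs. Its mean of 0.27 ± 0.24 (SD, n = 4 pairs) was about as large as the spread between the pairs, and the adjusted p was 0.231 from limma with the replicate block and 0.040 without it. *Gpc3* was weakly expressed, at a mean of about 139 normalized counts on the fitted curve, where the deposited scale compresses changes. With the values transformed back to log2 normalized counts, its log2 fold change was 0.72.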

We further calculated the pathway activity scores of 14 signaling processes in each sample. 

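As a measure of canonical Wnt/β-catenin signaling in the same 8 libraries, target genes of β-catenin were averaged in each pair. Of the 17 genes chosen before the data were examined, 14 had values in the deposited table. The mean difference of these 14 genes between Rnf146-overexpressing and eGFP-overexpressing mice was 0.02, -0.02, -0.07 and -0.01 in the 4 pairs. The average of -0.02 ± 0.04 (SD, n = 4 pairs) was smaller than the spread between the pairs (exact sign-flip test, two-sided p = 0.5). Of the 14 genes, 5 had a positive log2 fold change and 0 were called. The weights of the 14 pathways that PROGENy uses were not used here. The paper's pathway scores for WNT, listed in its supplement, are 1.40, -0.01, 0.63 and 1.07 in the Rnf146 libraries, and the score of the eGFP library with the same number is the same value with the opposite sign. Of the 14 pathways, 7 have a p-value of 0.05 or less in the paper.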

Rnf146-overexpressing mice showed elevated Wnt signaling pathway (NES = 1.5, *p*-value = 1.2 × 10^−2^) (Fig. 5c and Supplementary Table 2c). These results indicate that Rnf146 plays a pivotal role in modulating Wnt/β-catenin signaling in the mouse PFC.

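Genes of the β-catenin destruction complex and of its regulation by tankyrase, 8 in number and chosen before the data were examined, changed by 0.04, 0.03, 0.03 and 0.02 in the 4 pairs on average. Their mean difference was 0.03 ± 0.01 (SD, n = 4 pairs), small but positive in all 4 pairs (exact sign-flip test, two-sided p = 0.125, the smallest p that 4 pairs allow). The rotation test of limma with the replicate block gave this list an adjusted p of 0.098 over 15 lists, and the competitive test an adjusted p of 0.380. The mean lay at percentile 84.9 of 10000 random lists matched on expression, and 0 of the 8 genes were called singly. These are RNA values. The paper describes Rnf146 as acting through the degradation of Axin protein, a step that RNA does not measure. From the enrichment of the Wnt gene set and the elevated pathway score, the paper proposes a pivotal role of Rnf146 in PFC Wnt/β-catenin signaling. It also reports western blots of the PFC of Rnf146-overexpressing mice, with less phosphorylated β-catenin relative to total β-catenin. Those proteins were not measured here.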

**Fig. 5:**
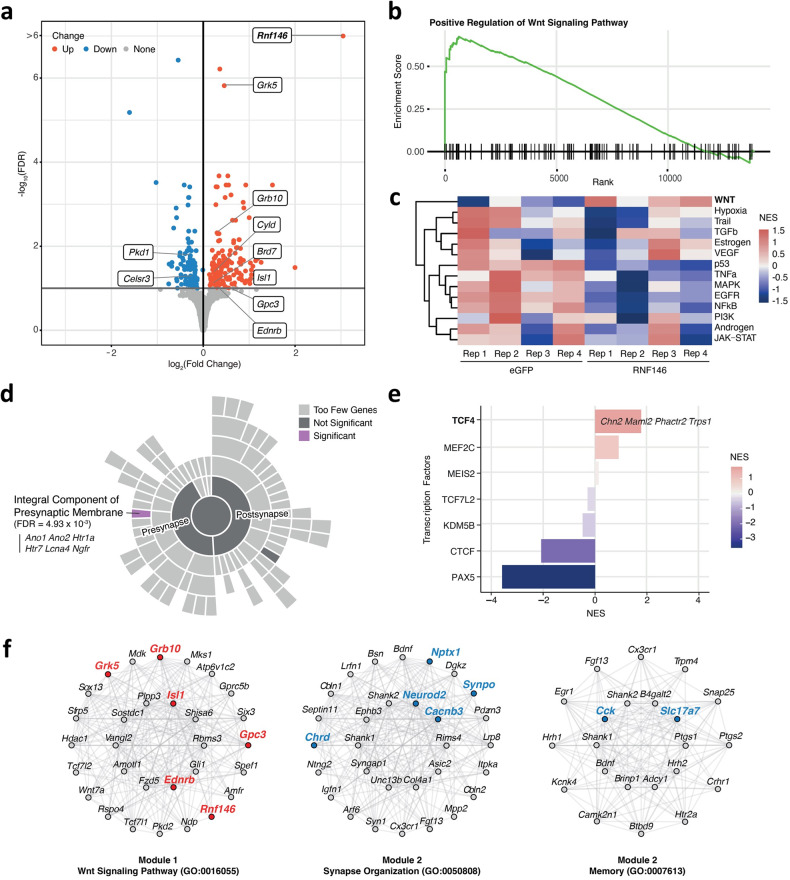
The Wnt signaling pathway is promoted by Rnf146 overexpression. **a** Volcano plot showing differentially expressed genes between Rnf146-overexpressing mice and eGFP-overexpressing mice (Rnf146-DEGs). The *x*-axis represents the log_2_ scale of the fold change in differential expression, while the *y*-axis represents the -log_10_ scale of the significance changes. Rnf146-DEGs associated with the Wnt signaling pathway are labeled in the plot. **b** Gene set enrichment plot depicting the elevated positive regulation of the Wnt signaling pathway in Rnf146-overexpressing mice. **c** Heatmap of the pathway activity for each sample inferred by PROGENy. The levels of pathway activity reflect the extent of pathway deregulation. **d** Enrichment analysis of the upregulated Rnf146-DEGs with pathway terms describing synaptic locations in the brain. Pathway analysis was performed using one-sided Fisher’s exact test to identify significantly overrepresented terms. The upregulated Rnf146-DEGs significantly overlapped (FDR < 0.01) with the integral component of the presynaptic membrane pathway (purple). Pathway terms with two or fewer overlapping genes were excluded and indicated as too few genes. **e** Enrichment analysis of Rnf146-DEGs with the inferred activity of transcription factors associated with ASD. Upregulated target genes of the transcription factor TCF4 are annotated in the plot. NES, normalized enrichment score. **f** Network of genes in WGCNA module 1 enriched in the Wnt signaling pathway and genes in module 2 enriched in synapse organization and memory. In each network, the top 30 hub genes (22 for memory) with the highest levels of intramodular connectivity were depicted. Rnf146-DEGs are highlighted in bold, with red and blue colors indicating up- and downregulation, respectively.

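The volcano plot labels 10 genes, all of them Rnf146-DEGs and thus selected for a difference in these libraries. With the replicate block, 7 of the 10 had an adjusted p of 0.1 or less from limma, 6 higher and 1 lower in Rnf146-overexpressing mice, and without the block all 10 did. *Isl1* had a log2 fold change of 0.41 ± 0.12 (SD, n = 4 pairs) with an adjusted p of 0.018. *Grk5* followed with 0.35 ± 0.08 and an adjusted p of 0.025, and its difference was 0.47 in pair 1 against 0.30 to 0.31 in the other 3 pairs. *Ednrb*, *Grb10* and *Cyld* had log2 fold changes of 0.29, 0.28 and 0.25, with adjusted p-values of 0.082, 0.092 and 0.092. *Pkd1* was the lower one, at -0.30 ± 0.15 with an adjusted p of 0.092. *Cyld* and *Pkd1* were no longer called after correction for GC content and transcript length, with adjusted p-values of 0.112 and 0.172. *Brd7* and *Celsr3* were not called (adjusted p = 0.156 for both from limma).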

To further explore whether Rnf146 overexpression alters the expression of synaptic molecules that may be associated with behavioral deficits, we analyzed 266 pathway terms of synaptic locations and processes from the SynGO database^61^. 

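All 6 presynaptic membrane genes, *Ano1*, *Ano2*, *Htr1a*, *Htr7*, *Kcna4* and *Ngfr*, were higher in Rnf146-overexpressing mice in all 4 pairs. Their average difference was 0.41 ± 0.14 (SD, n = 4 pairs). All 6 were picked as upregulated Rnf146-DEGs from these same libraries, which fixes their common direction in advance. With the replicate block, 4 of the 6 had an adjusted p of 0.1 or less from limma, and without the block all 6 did. *Ano1* (chromosome 7 of GRCm39, 144142278 to 144305711) had a log2 fold change of 0.62 ± 0.29 with an adjusted p of 0.038. *Ano2* (chromosome 6, 125667059 to 126017116) reached 0.58 ± 0.22 with an adjusted p of 0.021. *Htr7* had 0.29 ± 0.07 with an adjusted p of 0.042, the smallest spread of the 6 genes. *Ngfr* had 0.39 ± 0.21 with an adjusted p of 0.070, at a mean of about 57.9 normalized counts on the fitted curve, and its log2 fold change was 1.56 after the values were transformed back to log2 normalized counts. *Htr1a* and *Kcna4* were not called (adjusted p = 0.156 and 0.245 from limma). In *Kcna4*, the differences were 0.02, 0.62, 0.46 and 0.11, and its mean turned to -0.05 with the score of striatal and septal marker genes as a covariate.

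**Figure D2:**
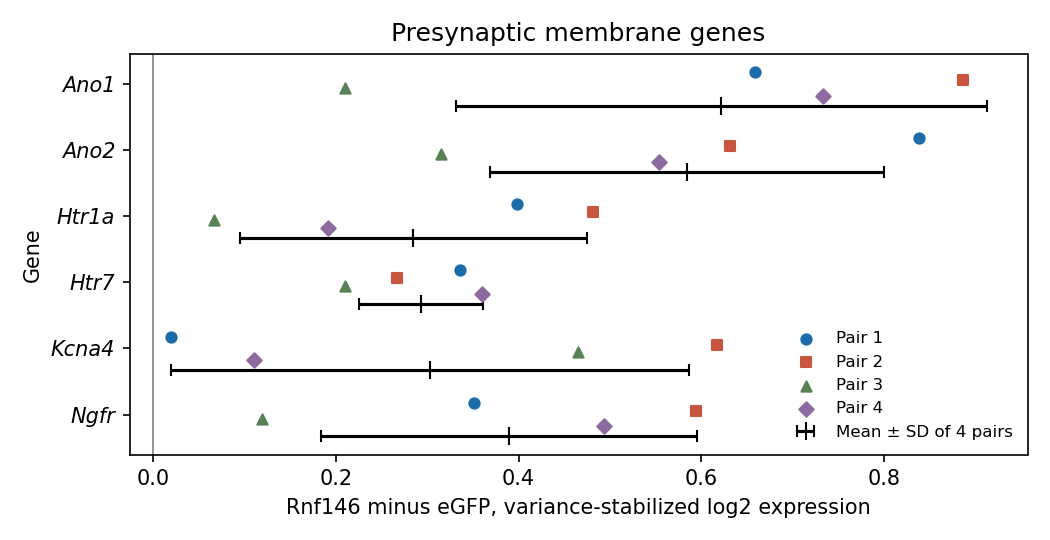
Pair differences of the 6 presynaptic membrane genes. The horizontal axis is the Rnf146 value minus the eGFP value in variance-stabilized log2 expression, each marker is 1 of the 4 pairs, and the black bar is the mean ± SD of the pairs. All markers lie above 0, and those of *Kcna4* run from 0.02 to 0.62.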

The upregulated Rnf146-DEGs (*Ano1, Ano2, Htr1a, Htr7, Kcna4*, and *Ngfr*) significantly overlapped with an integral component of the presynaptic membrane (GO:0099056, FDR = 4.9 × 10^−3^) (Fig. 5d, Supplementary Table 2d). As Wnt is known to regulate presynaptic assembly and neurotransmitter release across synapses, this finding supports the role of Rnf146 in Wnt/β-catenin signaling^62^. Moreover, regarding the transcription factors linked to ASD, Rnf146 overexpression significantly increased the activity of the transcription factor TCF4, which was accompanied by an upregulation of TCF4 target genes such as *Chn2, Maml2, Phactr2* and *Trps1* (NES = 1.8, *p*-value = 3.66 × 10^−3^) (Fig. 5e, Supplementary Table 2e). 

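The 4 target genes were higher on average in all 4 pairs, by 0.24 ± 0.07 (SD, n = 4 pairs). The paper chose them on the same data, and 3 of the 4 are Rnf146-DEGs, so this rise is no separate test. *Chn2* was called with the replicate block, with a log2 fold change of 0.34 ± 0.08 and an adjusted p of 0.026 from limma. *Phactr2* had 0.29 ± 0.14 with an adjusted p of 0.104, and its difference was 0.50 in pair 1 and between 0.21 and 0.22 in the others. *Maml2* had 0.17 ± 0.04 with an adjusted p of 0.174, and its difference was 0.23 in pair 3 and 0.15 to 0.16 in the others. *Trps1* was higher in 3 of the 4 pairs, with a log2 fold change of 0.17 ± 0.19 (SD, n = 4 pairs), smaller than the spread between the pairs, and an adjusted p of 0.384. Without the block, all 4 genes were called. The gene with the symbol *Tcf4*, on chromosome 18, was lower in all 4 pairs, with a log2 fold change of -0.14 ± 0.08. Its adjusted p from limma was 0.284 with the block and 0.017 without it. It is not *Tcf7l2*, whose activity the paper's supplement scores separately. The regulons behind the activity scores were not used here.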

TCF4 binds to β-catenin and transactivates Wnt target genes, indicating that TCF4 could be the primary target of Rnf146 overexpression for activating the Wnt/β-catenin signaling pathway^63^. Overall, these findings suggest that Rnf146 plays a crucial role in regulating the Wnt/β-catenin signaling pathway in the PFC of mice.

To delineate the core gene network of Rnf146-overexpressing mice, we analyzed gene coexpression using Rnf146- and eGFP-overexpressing transcriptomics datasets. We found 51 coexpression modules with ~200 to 1200 genes (Fig. 5f and Supplementary Fig. 7, Supplementary Tables 2f, 2g, and 2h), representing biological pathways such as nervous system development (Module 1), synapse organization, and memory (Module 2). 

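Of the 30 hub genes drawn for Module 1 in Fig. 5f, 27 had values in the deposited table. Of these, 26 had a positive mean difference between Rnf146-overexpressing and eGFP-overexpressing mice, and 16 changed in the same direction in all 4 pairs. The log2 fold changes ran from -0.02 to the 2.64 of *Rnf146*, with a median of 0.15. Coexpression across libraries was not recomputed, because the deposited values of a gene hold only 4 independent pair differences.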

Module 1 was characterized by the Wnt signaling pathway (GO:0016055, FDR = 4.8 × 10^−3^), in which *Rnf146* and its interacting genes (*n* = 36) were coexpressed. This module was significantly enriched in upregulated Rnf146-DEGs, implicating the core genes perturbed by Rnf146 overexpression (OR = 47.3, FDR = 9.2 × 10^−108^, one-sided FET). In contrast, Module 2, which was characterized by pathways associated with synapse organization (GO:0050808, FDR = 4.0 × 10^−8^) and memory (GO:0007613, FDR = 3.1 × 10^−5^), was significantly enriched in downregulated Rnf146-DEGs, including *Cacnb3*, *Cck*, *Chrd*, *Neurod2*, *Nptx1*, *Slc17a7*, and *Synpo*. 

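The average difference of the 27 Module 1 hub genes was 0.28 ± 0.04 (SD, n = 4 pairs) and was positive in every pair. Without *Rnf146* it was 0.19 ± 0.05. With the replicate block, 6 of the 27 genes had an adjusted p of 0.1 or less from limma, all of them higher, and 18 were called without the block. Of the 27 genes, 6 are Rnf146-DEGs. The hub genes were selected by the paper from the same libraries, so the values describe the module and are no separate test of it.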

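All 47 hub genes drawn for Module 2 in Fig. 5f had a mean difference below 0, and 27 of them were lower in all 4 pairs. Their average difference was -0.24, -0.29, -0.06 and -0.13 in the 4 pairs, with a mean of -0.18 ± 0.10 (SD, n = 4 pairs). The module was built by the paper on data from the same mice, so a shared direction of its hub genes is partly given by that choice. A list of cortical excitatory neuron genes without Rnf146-DEGs also fell, with differences of -0.16, -0.33, -0.001 and -0.16 in the 4 pairs. The fall of the hub genes therefore cannot be told apart from a different tissue or cell content of the samples. With the replicate block, 5 of the 47 were called, and without it 33. *Synpo* had a log2 fold change of -0.32 ± 0.07 with an adjusted p of 0.029 from limma. *Nptx1* had -0.31 ± 0.10 with an adjusted p of 0.048, and *Neurod2* had -0.30 ± 0.13 with an adjusted p of 0.069. *Cacnb3* and *Slc17a7* had -0.25 ± 0.10 and -0.30 ± 0.14, both with an adjusted p of 0.092. These 2 genes were no longer called after correction for GC content and transcript length, with adjusted p-values of 0.134 and 0.124. *Cck* had the largest decrease of the named genes, -0.47 ± 0.37, but its difference was -0.80 and -0.78 in pairs 1 and 2 against -0.10 and -0.22 in pairs 3 and 4, and its adjusted p was 0.147.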

Coexpressed genes of Module 2 also included *Ube3b*, which was significantly perturbed by Rnf146 overexpression and highly associated with intellectual disability (eigengene-based connectivity = 0.96) (Supplementary Table 2f)^64,65^.

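*Ube3b* lies on chromosome 5 (GRCm39, 114518629 to 114560189, plus strand) and encodes a ubiquitin ligase. Its difference between Rnf146 and eGFP libraries was -0.13, -0.14, -0.11 and -0.19 in the 4 pairs. Its connectivity to the module's eigengene was not recomputed from 4 pair differences.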

### Increased excitatory synaptic transmission in RNF146-overexpressing neurons

To further investigate the neuronal mechanism underlying impaired social behaviors in Rnf146-overexpressing mice, we performed whole-cell patch-clamp recordings. Previous studies have shown that electrophysiological properties are altered in the PFC of VPA-exposed mice^38,66,67^. We found that both the amplitude and frequency of spontaneous excitatory postsynaptic currents (sEPSCs) were significantly increased in Rnf146-expressing neurons compared to eGFP-expressing control neurons (Fig. 6a–c), whereas there was no significant change in spontaneous inhibitory postsynaptic currents (sIPSCs) (Fig. 6d–f). Finally, Rnf146 overexpression did not affect neuronal excitability (Fig. 6g, h) or other electrophysiological properties (Supplementary Table 3). These data suggest that Rnf146 overexpression may cause social behavior deficits by altering the excitation/inhibition balance in neurons of the PFC.

**Fig. 6:**
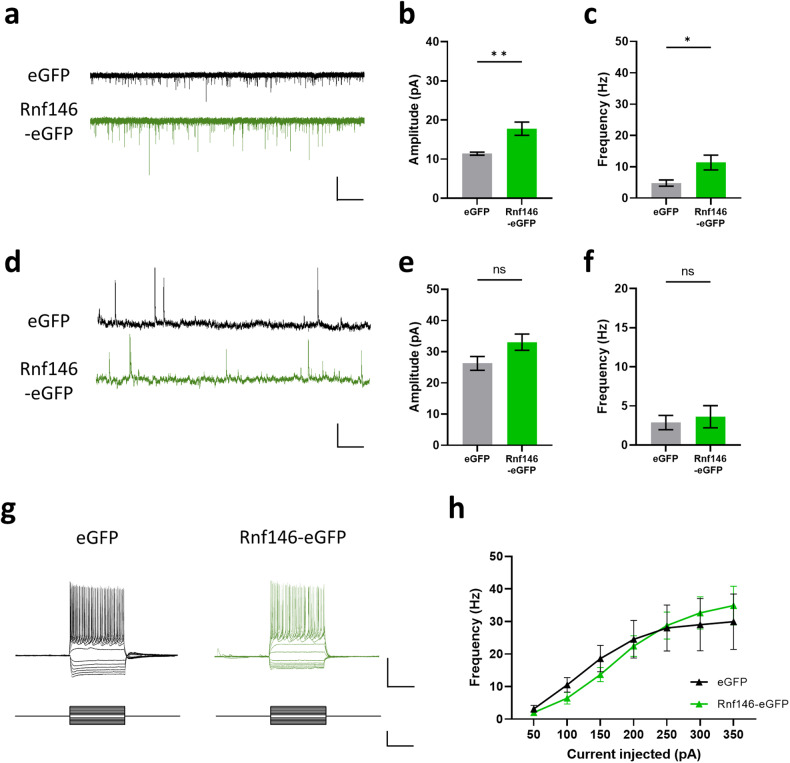
Rnf146 overexpression increases excitatory synaptic transmission in prefrontal pyramidal neurons. **a** Spontaneous excitatory postsynaptic current (sEPSC) traces of prefrontal neurons in Rnf146- and eGFP-overexpressing mice. Scale bar: 50 pA, 500 ms. **b** The sEPSC amplitude of prefrontal neurons in Rnf146-overexpressing mice was significantly larger than that in eGFP-overexpressing mice (n = 13 cells from 5 mice for eGFP, *n* = 16 cells from 6 mice for Rnf146; two-tailed unpaired *t* test, *t*_*27*_ = 3.302, **P = 0.0027). **c** The sEPSC frequency of prefrontal neurons in Rnf146-overexpressing mice was significantly larger than that in eGFP-overexpressing mice (*n* = 13 cells from 5 mice for eGFP, *n* = 16 cells from 6 mice for Rnf146; two-tailed unpaired *t* test, *t*_*27*_ = 2.373, *P = 0.0250). **d** Spontaneous inhibitory postsynaptic current (sIPSC) traces of prefrontal neurons in Rnf146- and eGFP-overexpressing mice. Scale bar: 100 pA, 500 ms. **e** The sIPSC amplitude of prefrontal neurons in Rnf146-overexpressing mice is comparable to that in eGFP-overexpressing mice (*n* = 11 cells from 4 mice for eGFP, *n* = 12 cells from 4 mice for Rnf146; two-tailed unpaired *t* test, *t*_*21*_ = 1.980, *P* = 0.0609). **f** The sIPSC frequency of prefrontal neurons in Rnf146-overexpressing mice is comparable to that in eGFP-overexpressing mice (*n* = 11 cells from 4 mice for eGFP, *n* = 12 cells from 4 mice for Rnf146; two-tailed unpaired *t* test, *t*_*21*_ = 0.4323, *P* = 0.6699). **g** Representative traces of voltage responses of prefrontal neurons in Rnf146- or eGFP-overexpressing mice evoked by current step stimuli (−300-300 pA, 50 pA increment, 1 s). Scale bar: upper, 50 mV, 500 ms; lower, 500 pA, 500 ms. **h** Summary data of the number of action potentials evoked in response to 300 pA current steps. The number of AP spikes was comparable in the prefrontal neurons of Rnf146-overexpressing mice relative to those of eGFP-overexpressing mice (*n* = 13 cells from 5 mice for eGFP, *n* = 16 cells from 5 mice for Rnf146; two-way ANOVA with repeated measures: effect of injected current, *F*_6, 162_ = 28.24, ****P < 0.0001; effect of Rnf146 expression, *F*_1, 27_ = 0.006249, *P* = 0.9376; interaction between current injection and Rnf146 expression, *F*_6, 162_ = 0.7368, *P* = 0.6207, Sidak’s multiple comparison test for eGFP versus Rnf146. 50 pA, *t*_*189*_ = 0.1724, *P* > 0.9999; 100 pA, *t*_*189*_ = 0.6127, *P* = 0.9957; 150 pA, *t*_*189*_ = 0.7362, *P* = 0.9870; 200 pA, *t*_*189*_ = 0.3139, *P* > 0.9999; 250 pA, *t*_*189*_ = 0.1120, *P* > 0.9999; 300 pA, *t*_*189*_ = 0.5416, *P* = 0.9980; 350 pA, *t*_*189*_ = 0.7398, *P* = 0.9867).

## Discussion

ASD can be caused by environmental factors, including prenatal drug exposure. One of the most widely used mouse models of ASD is prenatal VPA exposure; these mice exhibit an ASD-like phenotype, including social deficits. Despite several proteomic studies in a similar context, no study has reported quantitative proteomic analysis of the PFC of the VPA-exposed mouse model of ASD. Here, we utilized a TMT-based quantitative proteomic approach to identify novel molecular pathways underlying chemical-induced ASD pathophysiology. We identified Rnf146 as a hub protein responsible for the activation of the Wnt/β-catenin signaling pathway in VPA-exposed mice. Rnf146 overexpression in naïve adult mice impaired social behaviors, which may be caused by increased excitatory synaptic transmission. Consistent with these findings, our transcriptome analysis of the PFC of Rnf146-overexpressing mice revealed alterations in the Wnt signaling pathway. This study showed, for the first time, that Rnf146 plays a key role in modulating social behavior.

We found a significant overlap between DEPs in the PFC of VPA-exposed mice (VPA-DEPs) and DEGs in the postmortem cortex of patients with ASD. Additionally, the downregulated VPA-DEPs were significantly enriched in previously identified ASD and DD risk alleles. Moreover, when comparing our proteomics data with other ASD mouse models, such as *Cntnap2*, *Elp2*, and *Pten* mutant mice, we observed significant overlaps among DEPs. However, it is interesting that downregulated VPA-DEPs in our study showed significant overlap with upregulated DEPs in other ASD models^28,33,34^. This suggests an opposite direction of pathophysiology among ASD mouse models and a potentially distinct pathway in VPA-exposed mice. Importantly, only VPA-exposed mice showed Rnf146 as a DEP.

Rnf146 is an E3 ubiquitin-protein ligase that prevents the formation of the β-catenin destruction complex by inducing Axin degradation^58,68^. Research has mainly focused on its role in the pathogenesis of cancer or other neurodegenerative disorders, such as Parkinson’s disease^69,70^. Other proteins engaged in the Wnt signaling pathway, such as *BTRC* and *DIXDC1*, have been reported as ASD candidate genes^71–73^; however, *RNF146* was suggested as an ASD candidate gene only recently^74^. Our proteomic analyses of VPA-exposed mice and behavioral data from Rnf146-overexpressing mice suggest that Rnf146 is a strong candidate molecule responsible for social deficits associated with ASD.

The Wnt signaling pathway is critically involved in early vertebrate development, such as embryonic patterning and synaptic formation^75–77^. Thus, dysregulation of the Wnt/β-catenin signaling pathway is associated with many neurodevelopmental disorders, including autism^22,24,75^. Consistent with our finding that Wnt/β-catenin signaling is activated in VPA-exposed mice, upregulation of the Wnt signaling pathway has been reported to cause ASD-like behavioral phenotypes in rodents. For example, heterozygous GSK3β-knockout mice showed altered sociability and anxiety levels, paralleling the changes associated with chronic lithium administration, which activates Wnt/β-catenin signaling^78,79^. *In utero* injection of XAV939, a tankyrase inhibitor that subsequently activates β-catenin signaling, induced autism-like behaviors such as impaired sociability in mice^80^. A recent study reported that exposing a human organoid to VPA led to decreased expression of *Lhx9*, which has been suggested to negatively regulate Wnt signaling^81,82^. However, downregulation of the Wnt/β-catenin signaling pathway was also proposed as a candidate etiology of ASD in mouse models such as *Fmr1*^-/y^ mice^83,84^. These results suggest that bidirectional dysregulation of Wnt signaling is responsible for the etiology of ASD.

In addition to its role in development, Wnt signaling is also implicated in the adult brain in functions ranging from adult neurogenesis to synaptic plasticity^85,86^. Our finding that overexpressing Rnf146 in the adult PFC is sufficient to induce deficits in social behavior in mice strongly demonstrates the critical role of Wnt/β-catenin signaling in the adult PFC in regulating synaptic functions and social behaviors. We found that PFC neurons overexpressing Rnf146 displayed increased excitatory synaptic transmission, which is consistent with previous findings in VPA-exposed mice^38^. This increase in the amplitude and frequency of EPSCs without changes in IPSCs may lead to an E/I imbalance in the PFC of Rnf146-overexpressing mice, which in turn causes social deficits. Changes in excitatory synaptic transmission are highly correlated with the activated Wnt/β-catenin signaling pathway since this pathway contributes to the formation and functional regulation of central synapses^87^. Consistently, the AMPA-mediated synaptic current was shown to be regulated by postsynaptic β-catenin^88^.

Furthermore, our transcriptome analysis of the Rnf146-overexpressing PFC suggests that the expression of genes involved in synaptic organization and memory is significantly changed, which may underlie the observed increased excitatory transmission and social deficits in these mice. 

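*Chrd* (chromosome 16 of GRCm39, 20550622 to 20561857, plus strand) was lower in the PFC of Rnf146-overexpressing mice in all 4 pairs. Its difference was -0.48, -0.46, -0.19 and -0.12, with a mean of -0.31 ± 0.19 (SD, n = 4 pairs). The adjusted p from limma was 0.117 with the replicate block and 0.011 without it. *Thpo*, which overlaps it on the opposite strand, had a log2 fold change of -0.16.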

Interestingly, the expression of a component of the bone morphogenic protein (BMP) signaling pathway, *Chrd*, for which null mice showed an increased frequency of excitatory synaptic transmission, was significantly decreased in the Rnf146-overexpressing PFC (Supplementary Table 2a)^89^. Moreover, the expression of *Ube3b*, which is associated with intellectual disability^64,65^, was significantly decreased by Rnf146 overexpression (Supplementary Table 2a).

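The mean log2 fold change of *Ube3b* was -0.14 ± 0.03 (SD, n = 4 pairs), larger than the spread between the pairs. Its adjusted p from limma was 0.223 with the replicate block and 0.0039 without it. With each pair left out in turn, the log2 fold change stayed between -0.15 and -0.13.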

In this study, we used only male mice for proteomics and Rnf146 overexpression experiments because previous studies have shown that VPA exposure does not affect social behaviors in females^90,91^. In addition, Rnf146 was listed as one of the male-specific ASD candidate genes in a previous study^74^. Nevertheless, it would be intriguing to test whether Rnf146 overexpression in the PFC affects social behaviors in female mice in future studies.

Overall, our results provide novel insight into the molecular mechanism of prenatal drug exposure-associated ASD and suggest that the Rnf146-Wnt-β-catenin signaling pathway is a promising target to alleviate social deficits in ASD, even in adults.

## Supplementary information

Supplementary information

Supplementary Table 1

Supplementary Table 2

## Data Availability

All the data necessary to reach the conclusions of this paper are presented in the paper and/or the Supplementary Materials. The raw proteome MS data and MaxQuant search results have been deposited in the PRIDE database (project accession: PXD036413). Sequencing data have been deposited in GEO under accession code GSE215871.

How the deposited data were processed for this re-analysis (not part of the article)

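RNA from the PFC of 4 Rnf146-overexpressing and 4 eGFP-overexpressing mice was measured by RNA sequencing, 1 library per replicate number and group. Groups and replicate numbers were taken from the sample labels, and each of the 8 value columns was matched to its sample by name. No per-sample column was left unused.

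The authors trimmed the reads, quantified transcripts with Salmon against GENCODE vM30 and summarized them to gene symbols. The deposited table is described as normalized counts, but the deposited values are log2 values: they lie between 7.86 and 18.8 for all 15039 genes. The authors had also centred the deposited log2 values within each same-numbered pair of libraries, as the equal pair sums show. The paper's text does not name the normalization, the transformation, the centring or the tool behind its differential expression. Because neither reads nor counts are in the table, no count-based test was run, and the depth of the libraries, and with it the precision that counting gives, is unknown.

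The design set before the data were examined assumed linear normalized counts, a pseudocount and no replicate block. The replicate number was made a block in the main test after the pair centring, and the pair differences of the genes with the largest changes, had been seen, and before genes were tested. The reason is that the 8 centred values of a gene hold 4 independent differences. Without the block the residual degrees of freedom would be counted as 6 in place of 3. The result without the block, which the design had set, is given beside it. The pairing comes from the replicate numbers in the sample labels and from the centring itself. Whether the mice of a pair shared a cage, an injection day or a sequencing batch is not stated in the text that was read. The permutation of 4 against 4 libraries set in the design was replaced by the exact sign-flip test of the 4 pairs, which has 16 sign combinations and a smallest two-sided p of 0.125. The sign-flip test of a gene list therefore cannot pass 0.05. The values of the lists are described with the SD of the 4 pairs, and limma's rotation test (fry) and its competitive test (camera), which compares a list with the other genes, were added after the means of the lists had been seen.

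Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend), with Benjamini-Hochberg adjustment over the 15039 genes. A gene was called at an adjusted p of 0.1 or less. A minimum mean of 10 counts, read on the fitted curve, removed no gene, since the lowest mean was 25.5. The variance-stabilizing curve was fitted to the mean counts that the paper lists for 294 genes and had a largest absolute residual of 0.538. Random gene sets and lists, 10000 each, were matched on mean value in 50 bins. GC content and length came from the longest transcript of each gene in GENCODE vM39 and were found for 14590 genes (97.0%). Coordinates are those of GENCODE vM39 on GRCm39. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the remaining steps.

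The tests were tested on simulated data made from the real means and spreads, centred within pairs, with 200 of 15039 genes shifted by 0.5. Over 10 simulations, the test with the block called on average 180.8 of the shifted genes and 19.1 others, and the test without the block 197.0 and 1025.9. The shift exceeds 0.34, the median size of the change in the called genes with GC content and length. How many smaller changes the test with the block would miss was not simulated.

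The genes named in the text follow a rule set before the data were examined: the genes that the paper names for the RNA sequencing or labels in Fig. 5a, the Wnt leading edge, and the 5 genes with the largest increase and the 5 with the largest decrease among those called whose groups did not overlap. In centred values the groups do not overlap when all 4 pairs have the same direction, which chance gives for 12.5% of genes and which 20.6% of the genes showed. *Slc32a1* and the overlapping genes *Echdc1* and *Thpo* fall outside this rule and were chosen after their values were seen. The alternatives tried were a minimum mean of 50 counts, median centring, quantile normalization, no replicate block, array weights, robust and untrended variances, an adjusted p of 0.05, a covariate of striatal and septal marker genes, each pair left out in turn, values transformed back to log2 normalized counts with an offset of 0.5, and a correction for GC content and length. The last 2 were chosen after the data had been seen. The gene sets of the Gene Ontology and SynGO, the PROGENy weights, the regulons, the full module lists and the paper's supplementary methods were not used here.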

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

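The marker lists, their score as a covariate and the other groupings were set before the data were examined, and the test of GC content before its result was seen. The rotation test, the competitive test and the scores of random genes were chosen only after the means of the marker lists had been seen.

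Marker lists without any of the Rnf146-DEGs differed in data that the paper does not discuss. The list of septum and basal forebrain, with 8 of 14 genes in the table, was higher in Rnf146-overexpressing mice in all 4 pairs, with a mean difference of 0.45 ± 0.19 (SD, n = 4 pairs), at percentile 100 of 10000 random lists matched on expression. The striatum list, with 12 of 13 genes, averaged 0.52 ± 0.59, but ran from -0.12 in pair 1 to 1.25 in pair 2, and the ependyma list averaged 0.12 ± 0.06 and was higher in all 4 pairs. The list of cortical excitatory neurons was lower in all 4 pairs, with a mean of -0.16 ± 0.14. The oligodendrocyte list averaged 0.47 ± 0.45 and ran from -0.14 in pair 1 to 0.95 in pair 3. The exact sign-flip test gave the septal, ependymal and excitatory lists its smallest two-sided p of 0.125, and limma's rotation test with the block gave them adjusted p-values of 0.114, 0.114 and 0.214. The competitive test gave 3.58e-10, 0.0153 and 0.000369. A candidate explanation is that the dissected samples held different amounts of tissue next to the cortex. With the striatal and septal score as a covariate beside the block, the number of higher genes fell from 123 to 1. Of 100 scores of random genes, 10 left as few higher genes, and their median was 69, so the fall cannot be told apart from that of a covariate of random genes. The difference cannot be told apart from an effect of Rnf146 on these genes either. No biological explanation was tested further.

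The test with the block called 62 genes outside the 294 Rnf146-DEGs, 42 of them higher. Among the genes with the largest changes, *Ecel1* had a log2 fold change of 0.86 and *Cpne9* of -0.46, and neither is in the paper's list. *Ecel1* is also a gene of the septal list. *Zic1*, *Dlk1* and *Peg10*, which the paper lists but does not discuss, rose by 0.99, 0.90 and 1.01, and *Lyz2*, *Fos*, *Epop* and *Junb* changed by -0.67, -0.51, -0.48 and -0.44. Reads of *Lyz2* can be shared with its paralog *Lyz1*, so its value is uncertain. In these values 1 of the 8 groupings that part every pair, the real one, gave as many calls with the block, and also 1 of 8 without it. With 8 groupings the share cannot be smaller than 0.125, so a result by chance cannot be excluded in this way. The 7 other groupings swap the labels within 1 to 3 pairs. They gave 0 genes with the block, with 337 to 1134 genes at an unadjusted p below 0.05, and 73 to 1673 without it. The real grouping gave 1870 genes at an unadjusted p below 0.05 with the block.

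The microglia list, 14 genes, was lower in all 4 pairs, with a mean of -0.09 ± 0.06, and so were the 2 genes in the table of the 6 of the perivascular macrophage list, with a mean of -0.15 ± 0.17. The list of immediate early genes was lower in all 4 pairs as well, with a mean of -0.32 ± 0.23. The rotation test with the block gave adjusted p-values of 0.164, 0.262 and 0.164, and the competitive test, which compares a list with the other genes, 0.000547, 0.0616 and 6.38e-08. Against 10000 random lists matched on expression, the microglia list lay at percentile 0.01 and the macrophage list at percentile 0.12. Fewer microglia or macrophages, or less of their RNA, might account for the first pair of lists, with means of -0.0906 and -0.153. The lists were low among genes, but between the pairs neither the exact test, which stops at 0.125, nor the rotation test passed 0.05, so the explanation is left open. The immediate early genes have no test of an explanation here.

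Across genes, the log2 fold change followed GC content with a Spearman correlation of -0.281. Genes are not independent replicates. The correlation was -0.344 in pair 1 and -0.214 in pair 3, against -0.0767 and -0.0099 in pairs 2 and 4. With transcript length it was 0.0708. After each pair was corrected for both, the number of genes called was 13.3% smaller, and 77.7% of the 188 genes were called after the correction too. The lower genes numbered 41 in place of 65. The correction brought the correlation with GC content to -0.0017. It covered 186 of the 188 called genes and moved their log2 fold changes by 0.0206 at the median, against a median size of 0.34. A bias of GC content between the libraries of a pair may contribute, and the calls that passed after the correction are not fully explained by it.

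In 3 sets of 4 pair differences, 1 pair lay far from the others. The gap divided by the range was 0.938 for *Grk5*, where pair 1 was higher, 0.940 for *Maml2*, where pair 3 was higher, and 0.964 for *Phactr2*, where pair 1 was higher. Chance alone gives about 3.9 such sets among the 78 that were examined. Because the values are centred within pairs, it cannot be told which library of the pair stood apart. No biological explanation was tested.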

How the results depend on the processing

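The alternatives here were set before the data were examined, apart from the back-transformation, the correction for GC content and length, and the simulation, which were chosen after. The design had no replicate block, and the block, then an alternative, became the main setting once the centring was seen. With the replicate block, 188 genes were called, 123 higher and 65 lower, and 126 of the 294 Rnf146-DEGs were among them. The counts stayed within 1.5 times these under median centring, quantile normalization, a minimum mean of 50 counts, and robust or untrended variances.

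With no replicate block, 3226 genes were called, 1655 higher and 1571 lower, and all 294 Rnf146-DEGs among them. In simulated genes without a difference, centred within pairs, the test without the block gave p below 0.05 for 18.3% of genes and the test with the block for 5.39%. Without the centring, the test without the block gave 5.26%, so in simulated data the excess came from the centring. With array weights, the counts were 355, 221 and 134, with 196 Rnf146-DEGs. At an adjusted p of 0.05, they were 80, 67 and 13, with 63 Rnf146-DEGs. With the striatal and septal score as a covariate, they were 2437, 1230 and 1207 with no replicate block, with 189 Rnf146-DEGs, and 1, 1 and 0 with the block, with 1 Rnf146-DEG. In that last fit, 789 genes had an unadjusted p below 0.05. After correction for GC content and length, the lower genes numbered 41. For the fall with the score beside the block, 8 of 100 scores of random genes left as few genes, so it cannot be told apart from that of a random covariate. For the other changes of these counts, the cause was not tested. In the 4 fits that each left out one pair, from 14 to 421 genes were called, 14 to 302 higher and 0 to 119 lower, with 8 to 142 of the Rnf146-DEGs. With pair 4 left out, 0 genes were lower and 1383 genes had an unadjusted p below 0.05. Since the libraries of a pair mirror each other, leaving out a library leaves out its pair.

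*Rnf146* kept its direction and its call under every alternative run. Of the other 57 named genes, 29 were called with the block. The Kcna4 log2 fold change turned to -0.0453 and the Ppm1b log2 fold change to -0.0145 with the striatal and septal score, with and without the block, and the cause was not tested. The other changes of named genes left the direction as it was. With no replicate block, 27 were gained, with the score beside the block, 29 were lost, and after correction for GC content and length, 7 were lost. Without pair 4, 28 were lost, and without pair 2, 23.

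Under median centring and quantile normalization, the values of the 20 gene lists moved by less than the SD of the pairs. So did those of the 4 lists that a minimum mean of 50 counts changed. With each pair left out in turn, the values of the 20 lists also moved by less than this SD. For list means that outcome was fixed, since dropping 1 of 4 values cannot move their mean by as much as their SD. It is therefore no test of how far the lists depend on a single pair. The lists were not run with the striatal and septal score. Without *Rnf146*, the Module 1 average was 0.19 and the average of the Wnt leading edge was 0.14 in place of 0.35, while the median of the latter was 0.12 with and without it. Transformed back to log2 normalized counts, which widens the changes of weakly expressed genes, the averages were 0.86 for the septal list, 0.99 for the presynaptic genes, 0.36 for the TCF4 target genes and 0.50 for the Module 1 hub genes, and the median of the Wnt leading edge was 0.19. The averages of 2 further marker lists moved as well. The block does not enter these averages. Pseudocounts of 0.5 and 10 were not run, since the values are already on a log2 scale, nor were tests on whole reads, which these values do not hold. Dropping the filter on low values removed no restriction, since every gene passed it. The depth of the libraries is unknown, so what it limits could not be given.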

Differences from the paper's values

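The paper reports 294 differentially expressed genes, and 188 were called here with the replicate block. Of the alternatives set before the data were examined, median centring (201), array weights (355) and leaving out pair 1 (421) came within 1.5 times the paper's number, and the others did not. With no replicate block, 3226 genes were called, among them all 294 of the paper. The paper's supplement lists 128 lower genes, and 65 were called here. Array weights (134) and leaving out pair 1 (119) came within 1.5 times, and no other alternative did. The paper gives 11 genes shared with VPA-DEPs, and 6 of the genes called here are VPA-DEPs, 5 of the paper's 11 and *Slc32a1*. With array weights, the number of called genes that are VPA-DEPs was 11, but *Fmnl1*, *Plppr1*, *Tmem132a* and *Trir* of the paper's 11 were not among them. No other alternative came within 1.5 times the paper's number.

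For 8 of the 44 named genes that the paper's supplement lists, the log2 fold change differed by more than the larger of the paper's standard error and the SD of the pairs here. The paper's value for *Rnf146* is 3.05, against 2.64 here. For *Ano2* it is 1.32 against 0.58, for *Dlk1* 1.44 against 0.90, and for *Htr7* 0.62 against 0.29. For *Isl1* it is 1.02 against 0.41, for *Ngfr* 1.50 against 0.39, for *Lyz2* -1.61 against -0.67, and for *Grk5* 0.46 against 0.35. Of the alternatives set before the data were examined, leaving out pair 3 closed the gap for *Dlk1* and the striatal and septal score, with and without the block, closed it for *Grk5*, and none closed it for the others. Transformed back to log2 normalized counts, an alternative chosen after seeing the values, all 8 were within the error, and *Rnf146* was 3.04. Over the paper's 294 genes, the median ratio of the paper's log2 fold change to the one here was 1.16. To the back-transformed one it was 0.82, so back-transformed changes tended to be larger than the paper's.

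The paper names *Trps1* among the upregulated target genes of TCF4. It was higher in 3 of 4 pairs here, with a log2 fold change of 0.17 and an adjusted p of 0.384 with the block and 0.084 without it, and its adjusted p ran from 0.084 to 0.988 over the alternatives. It is not one of the 294 genes in the paper's supplement. The paper counts *Gpc3*, *Chrd*, *Ube3b*, *Cck*, *Htr1a*, *Kcna4*, *Maml2*, *Phactr2*, *Brd7*, *Celsr3*, *Fmnl1*, *Mtmr2*, *Plppr1*, *Ripor2*, *Tmem132a* and *Trir* among its differentially expressed genes. None was called with the block, and all 16 were called with no replicate block. Array weights called *Brd7*, *Mtmr2*, *Phactr2* and *Ripor2*, and robust variances called *Phactr2*. The striatal and septal score with no replicate block called *Celsr3*, *Maml2*, *Phactr2*, *Tmem132a* and *Ube3b*. Leaving out pair 1 called *Brd7*, *Kcna4*, *Mtmr2* and *Phactr2*, and leaving out pair 3 called *Cck*, *Fmnl1* and *Ripor2*.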

Other observations

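The tests of the enrichment score, of the overlap with VPA-DEPs and of the β-catenin targets were set before the data were examined, and the rankings by p were chosen after the first result had been seen.

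Random sets of 114 genes that contain *Rnf146* were ranked by limma's statistic with the block, to see whether the overexpressed gene alone could carry the paper's enrichment score of 0.651 for positive regulation of the Wnt signaling pathway. Their median score was 0.369 and their 95th percentile 0.442. The share of sets that reached the paper's score was 0.0001, the smallest that 10000 sets can give. It was 0.0001 for random sets without *Rnf146* as well, so the share cannot show what the gene adds to a score. Ranked by the signed -log10 of limma's p, the median score was 0.309 and the share again 0.0001. Holding *Rnf146* raised the scores of random sets. Ranked by limma's statistic with the block, the 95th percentile of sets without it was 0.307, below the median with it. Ranked by the signed -log10 of p, that percentile was 0.337, above the median with it. The paper's score comes from an unknown ranking, and the real gene set was not scored in the rankings here. These rankings therefore do not decide whether the overexpressed gene itself carries the enrichment score. With the paper's p for *Rnf146* put in place of the one here in the ranking by p, the median score was 0.821 and the share 1.0. That ranking mixes p-values from different tests, so that *Rnf146* fixes the score of every set that holds it, and it is no test of the paper's score. The paper's text does not state its ranking, so the question is left open for it.

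The overlap of the 294 Rnf146-DEGs with the 929 VPA-DEP genes of the table was 11. Random sets of the same size, matched on expression, overlapped in 22 genes at the median and in 14 to 31 genes over the central 95% of sets. A share of 0.997 of the random sets had an overlap at least as large, and 0.0056 had one as small. The overlap was thus no larger than that of random genes. The paper's text does not give a test of it. The background is all genes of the table, because the proteins that were detected without a change were not used here.

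The mean difference of the β-catenin targets was -0.0183, so the list gave no rise of the kind that transcription through β-catenin might produce, although 4 pairs could not have shown one by the exact test either.

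All 271 pathway and transcription factor scores in the paper's supplement are mirrored within pairs like the deposited values: the largest sum of an eGFP score and its same-numbered Rnf146 score is 0. From the paper's own scores, the exact sign-flip test of the 4 pairs gives two-sided p = 0.25 for WNT, higher in 3 of 4 pairs, and p = 0.125 for Tcf4, higher in 4 of 4 pairs. The paper's p-values are 0.0117 and 0.00366. The sign-flip test of 4 pairs cannot reach these, since its smallest two-sided p is 0.125, so it does not decide between them. The paper's scores of the Wnt effectors Lef1 and Tcf7l2 were higher in 3 and in 1 of the 4 pairs.

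The module memberships of 636 genes in 47 modules, as far as the supplement lists them, vary in 7 independent directions. The deposited values of all genes, centred per gene, vary in 4. The coexpression modules were therefore computed from values that had not been centred within pairs, or not in this way.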
